A study of Homo sapiens with 26 samples.

How the data were processed

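The series measured protein binding by ChIP-seq with an antibody to the HALO tag in BJ human foreskin fibroblasts. Cells were fixed with formaldehyde and chromatin was sheared by sonication, per the labels' protocols. Groups were taken from the sample titles, which give the construct, the replicate number and whether a library is an input. Each construct has 2 ChIP libraries in the labels, but the processed files analysed here are 6 peak lists, of which 1 belongs to each construct and the sixth is a down-sampled FOXA1 list. Whether the authors called peaks per library or on pooled libraries is not stated, and the aligner, the peak caller and the use of the inputs are not stated either. The HALO-tagged H2B samples were not analysed here.

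The deposited FOXA1 lists have 13 columns without a header, and their only measurement is a score per peak. The deposited lists of the other 4 constructs have the 10 columns of the narrowPeak layout. They hold a score, a fold enrichment (a ratio), the −log10 p-value and −log10 q-value of each peak, and the offset of its summit, all as the authors' peak caller gave them. In the deposited FOXA1dbd and HNF4A lists the score is 10 times the −log10 q-value cut to a whole number in every row, and 14 FOXA1nhaa rows and 10 FOXA1rraa rows depart from this. Peaks of these 4 lists were ranked by the −log10 q-value and those of the FOXA1 lists by the score. All these values are the authors' own, belong to single peaks, and were used only to describe or rank peaks within a list. The lowest score was 20 in each list. The lists give no read counts, so the read depth behind them is unknown and limits on detection cannot be given.

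The file names give hg19 for all lists but the down-sampled one, every row of which is also a row of the full FOXA1 list. The largest peak end on each of chromosomes 1 to 22, X and Y lay within the length of that chromosome in the GRCh37 reference, and GRCh37 with the GENCODE 44 annotation lifted to it was used for sequence and genes. A single HNF4A peak on the mitochondrial chromosome was counted and left out of the motif and annotation steps. Rows with the same chromosome, start and end in a list were counted as 1 peak. Some rows may be pieces of peaks. In the FOXA1 list 6102 peak names occurred on several rows, 2107 peaks were narrower than 50 bp, and the narrowest was 1 bp. Of the FOXA1dbd rows 2581 had a summit beyond their own end, as had 3613 FOXA1rraa rows and 700 HNF4A rows, but no FOXA1nhaa row. The rows were nevertheless used as deposited, and rows with the same FOXA1 peak name were joined in an alternative.

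Peaks of 2 lists were called overlapping when they shared at least 1 bp. The share of peaks overlapped was set against 100 random placements in which each peak kept its width and chromosome, took a uniform position and had its midpoint outside runs of at least 1000 unknown bases. Shares have 95% Wilson intervals, which cover counting error over peaks and neither biological nor technical variation. Random placements are described by their mean and range, and no p-value was computed because peaks are not replicates. The probability that an overlapped peak has a higher score than another peak is the rank statistic with ties split evenly and a Hanley-McNeil interval. Core motifs were searched on both strands in the central 200 bp around the summit where it lay inside the row, and around the midpoint otherwise, which for the FOXA1 lists means always. Motif and gene positions were set against 10 random placements. A peak centre was assigned to a transcription start within 1000 bp, then to an exon, then to an intron, then to the space between genes.

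Named sites were chosen by a fixed rule. They were the highest-scoring peak of each list, the highest-scoring FOXA1 peak outside each other list and the highest-scoring peak of each other list outside FOXA1 peaks. The comparisons, the core motifs, this rule and the following other settings were fixed before the data were examined. The settings were an overlap of 50% of the shorter peak, centres within 200 bp, the top 50% of each list by score, the 28831 highest-scoring peaks of each list, the down-sampled FOXA1 list, chromosomes 1 to 22, peaks moved by 100 kb to 1 Mb, peak width in place of score, a central window of 100 bp and a distance of 2500 bp from a transcription start. The down-sampled list had been planned as a view of read depth, which its rows do not give, and the comparison was kept as planned. After the data were seen, random draws of 28831 peaks, joined rows, midpoints for every list, centres within 200 bp for the score comparison, reversed cores and the FOXA1rraa list without its 23216 rows that are rows of the FOXA1 list (same coordinates and peak name) were added. Separate placements of FOXA1dbd peaks near and far from transcription starts, and placements held far from starts for FOXA1 and FOXA1dbd, were also added then.

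The code was tested on simulated data. In a list made from 30.0% of the 155652 FOXA1 peaks, each moved by less than its width, 100% of the planted peaks were recovered and 0.272% of the others were called. A peak moved by less than its width always shares at least 1 bp with its origin. The recovery therefore checks the code and gives no measure of sensitivity. The count of 46991 overlapping peaks was the same as that of bedtools, and a list of random positions gave 0.993 times its random mean. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and bedtools 2.31.1.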

Results

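Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was used to map where HALO-tagged proteins bound in BJ cells, an established line of human foreskin fibroblasts. HALO is a protein tag fused to the factor, and the immunoprecipitation used an antibody to the tag, so the same antibody served for every protein. The 5 constructs were FOXA1, a forkhead transcription factor described as a pioneer factor in the series title, 3 FOXA1 variants that the labels call dbd, nhaa and rraa, and HNF4A, a nuclear receptor transcription factor. Each was expressed ectopically for 48 hours. The labels list 26 samples: 2 ChIP libraries and 2 input libraries for each construct, and 6 samples of HALO-tagged histone H2B or its inputs at 0 and 6 hours of induction, which were not analysed here. The values analysed were 6 peak lists in hg19 coordinates, 1 for each construct and a second, down-sampled list for FOXA1. With 1 list per construct there was no replicate error, so no difference between constructs could be tested and no p-value is given. Intervals are 95% Wilson intervals and cover counting error over peaks only. The read depth behind the lists is unknown.

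The FOXA1 list held 155652 peaks covering 54.6 Mb, the largest number of the 6 lists. The FOXA1nhaa list held 105591 peaks (42.9 Mb) and the FOXA1rraa list 71202 peaks (29.8 Mb). The HNF4A list held 38291 peaks (13.1 Mb). The FOXA1dbd list was the shortest, with 28831 peaks (6.77 Mb) after 19 repeated rows were counted once. The median peak width was 300 bp for FOXA1, 217 bp for FOXA1dbd, 357 bp for FOXA1nhaa, 367 bp for FOXA1rraa and 287 bp for HNF4A. The authors' score had a lowest value of 20 in every list. Its median was 124 in the FOXA1 list, 61 in the FOXA1dbd list, 89 in the FOXA1nhaa list, 106 in the FOXA1rraa list and 99 in the HNF4A list. Merging overlapping or touching peaks and keeping chromosomes 1 to 22 both left every count within 1.5 times its value.

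Each deposited list was examined for the origin of its rows before lists were compared. All FOXA1 rows carried the peak-name prefix HALOIP1 and all HNF4A rows the prefix HNF4AIP1. The FOXA1dbd list mixed 3 prefixes, with 25900 of 28850 rows named IP1. The FOXA1nhaa list mixed 4 prefixes, with 100396 rows named FOXA1_3. The FOXA1rraa list mixed 6 prefixes. Of its 71202 rows, 41253 had the same coordinates and names as rows of the FOXA1nhaa list, 23216 had the coordinates and the prefix of FOXA1 peaks, and the remaining 6733 rows carried the prefix Nonspecific_FOX, which no other list had. Scores of the FOXA1rraa list therefore came from several peak calls, and its overlaps with the FOXA1 and FOXA1nhaa lists partly reflect shared rows. The numbers in the peak names reached 211576 in the FOXA1 list, with 70.5% of the numbers present. In the HNF4A list they reached 39684, with 96.0% present. The share present was 47.8% for the FOXA1dbd rows named IP1 and 62.1% for the FOXA1nhaa rows named FOXA1_3. If every called peak was numbered, the lists hold unequal parts of their calls. Of the 27736 FOXA1dbd peaks that overlapped a FOXA1 peak, 27629 (99.6%) lay wholly inside it, compared with 23.8% of the overlapping FOXA1nhaa peaks. The exact coordinates of a FOXA1 peak, under another peak name, were found for 2952 FOXA1dbd peaks (10.2% of the list). The median width was 217 bp for FOXA1dbd and 357 bp for FOXA1nhaa, and a narrower peak lies inside another more easily. Of the FOXA1dbd peaks that overlapped a FOXA1nhaa peak, however, 57.2% lay wholly inside it, although FOXA1nhaa peaks were wider than FOXA1 peaks.

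**Figure D1:**
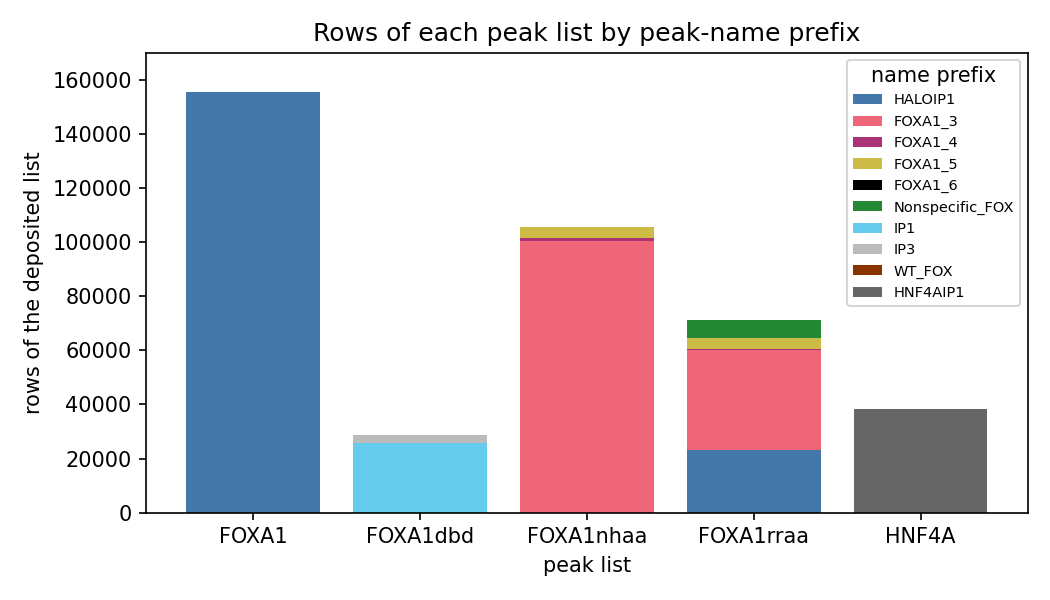
The stacked bars give the number of rows of the deposited list of each construct, coloured by the prefix of the peak name. The FOXA1rraa list (71202 rows) contains 23216 rows with the prefix of the FOXA1 list and 37045 rows with the main prefix of the FOXA1nhaa list, and the 7 rows named FOXA1_6 in each of these 2 lists are too few to see.

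The down-sampled FOXA1 list was compared with the full list to see what the smaller list retained. All 38291 of its peaks had the coordinates, name and score of a peak in the full list, of which they made up 24.6% (24.4 to 24.8). The number is the same as that of the HNF4A list. Its median score was 124 and its median width 299 bp, compared with 124 and 300 bp in the full list. The down-sampled list therefore sets equal numbers of FOXA1 and HNF4A peaks side by side and gives no measure of FOXA1 peaks at lower read depth.

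The comparison of FOXA1 with its variants asks which FOXA1 sites each variant also occupied. At least 1 bp of 39.7% (39.5 to 40.0) of the FOXA1 peaks was overlapped by a FOXA1nhaa peak and 39.9% (39.6 to 40.1) by a FOXA1rraa peak, shares that differed by less than their counting error. The share overlapped by FOXA1dbd was lower, at 17.3% (17.1 to 17.5). Random placement of the FOXA1 peaks on their chromosomes gave means of 2.98%, 2.03% and 0.627% for FOXA1nhaa, FOXA1rraa and FOXA1dbd over 100 placements. The observed shares were 13.3, 19.6 and 27.6 times these means, and no placement exceeded 3.08%. With 28831 peaks drawn at random from every list, 11.1% of FOXA1 peaks were overlapped by FOXA1nhaa and 16.2% by FOXA1rraa, the largest moves of these 2 shares. The FOXA1dbd list was left whole at this size, and its share was 17.2%. With the 28831 highest-scoring peaks of each list, the shares were 27.9% for FOXA1nhaa and 42.9% for FOXA1rraa, and that for FOXA1dbd moved most, to 32.4%. The FOXA1rraa share counts the 23216 rows that are also rows of the FOXA1 list and so overlap it by identity. Without these rows, a setting chosen after the data were seen, FOXA1rraa overlapped 38856 FOXA1 peaks, or 24.96% (24.75 to 25.18). All of these peaks were also overlapped by FOXA1nhaa, because the remaining FOXA1rraa rows are either rows of the FOXA1nhaa list or Nonspecific_FOX rows, which overlapped 0 FOXA1 peaks. The share could therefore not exceed that of FOXA1nhaa, and the 2 lists cannot be ranked by it.

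All 3 variants overlapped 12782 FOXA1 peaks (8.21%), and none of them overlapped 64549 (41.5%). Both FOXA1nhaa and FOXA1rraa overlapped 38856 FOXA1 peaks (24.96%). A further 22980 (14.8%) were overlapped by FOXA1nhaa and not FOXA1rraa, and 23216 (14.9%) by FOXA1rraa and not FOXA1nhaa. The last class consists of the FOXA1rraa rows that are rows of the FOXA1 list, so without them it held 0 peaks by construction. FOXA1 peaks overlapped by none of the variants then numbered 82825 (53.2%). Whether the removed rows mark sites that FOXA1rraa occupied is not stated, so the 53.2% is no corrected value of the 41.5%.

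In the opposite direction, 96.2% (96.0 to 96.4) of FOXA1dbd peaks overlapped a FOXA1 peak, as did 86.8% (86.6 to 87.1) of FOXA1rraa peaks and 58.4% (58.1 to 58.7) of FOXA1nhaa peaks. This left 1095 FOXA1dbd, 9396 FOXA1rraa and 43957 FOXA1nhaa peaks outside the FOXA1 list. Without the rows that are also FOXA1 rows, the FOXA1rraa share was 80.4% (80.1 to 80.8). Random placement gave means of 3.40%, 4.36% and 4.32% for the whole FOXA1dbd, FOXA1rraa and FOXA1nhaa lists. Against the down-sampled FOXA1 list the 3 shares, in the same order, fell to 23.6%, 21.8% and 14.7%, since that list holds fewer peaks, and with equal numbers of randomly drawn peaks they were 17.7%, 16.3% and 11.2%. FOXA1nhaa had the lowest share of the 3 variants in each of these settings. How the lists were put together may set this order, however. Of the FOXA1_3 rows in the FOXA1rraa list 93.8% overlapped a FOXA1 peak, compared with 57.2% of those in the FOXA1nhaa list. Of the overlapping FOXA1dbd peaks 99.6% lay wholly inside a FOXA1 peak. The order therefore cannot be read as a difference between the proteins.

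HNF4A was compared with FOXA1 as a factor of another family. HNF4A peaks overlapped 1.68% (1.61 to 1.74) of FOXA1 peaks, and FOXA1 peaks overlapped 6.76% (6.51 to 7.01) of HNF4A peaks. Random placement gave means of 0.909% and 3.68%, so the overlap was 1.84 and 1.83 times the random mean. With each peak moved by 100 kb to 1 Mb, which keeps it in its neighbourhood, the overlap was 1.69 times the random mean in both directions. HNF4A overlapped 1.91% of FOXA1nhaa peaks and 2.05% of FOXA1rraa peaks, which was 1.96 and 2.07 times their random means. The share of FOXA1dbd peaks overlapped by HNF4A was higher, at 4.35% (4.12 to 4.59), or 5.65 times its random mean.

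Among the variants, 55.3% (54.7 to 55.8) of FOXA1dbd peaks were overlapped by FOXA1nhaa and 61.9% (61.3 to 62.4) by FOXA1rraa, or 44.4% (43.8 to 45.0) without the FOXA1rraa rows that are FOXA1 rows. The 41253 peaks shared by FOXA1nhaa and FOXA1rraa, which were 39.1% of the FOXA1nhaa list and 57.9% of the FOXA1rraa list, were exactly the rows that the lists had in common. Every peak of either list that overlapped the other list was such a row.

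The strength of FOXA1 peaks was then set against their overlap, by ranking the FOXA1 list by the authors' score. In the lowest score quintile 25.2% of FOXA1 peaks were overlapped by FOXA1nhaa, 20.3% by FOXA1rraa and 9.31% by FOXA1dbd. In the highest quintile these shares were 62.9%, 71.8% and 31.8%. FOXA1nhaa overlapped more peaks than FOXA1rraa in the 3 lower quintiles and fewer in the 2 upper ones. Without the FOXA1rraa rows that are FOXA1 rows, the FOXA1rraa share was 9.65% in the lowest and 53.2% in the highest quintile. These values could not exceed those of FOXA1nhaa either, so the crossing of the 2 lists between quintiles rests on the rows that are FOXA1 rows. The HNF4A share was 1.42% in the lowest and 1.97% in the highest quintile. An overlapped FOXA1 peak had a higher score than a peak that was not overlapped with a probability of 0.718 (95% interval 0.715 to 0.721) for FOXA1rraa, 0.660 (0.657 to 0.663) for FOXA1nhaa, 0.657 (0.653 to 0.661) for FOXA1dbd and 0.536 (0.524 to 0.547) for HNF4A. Peak width rose with the score, from a median of 193 bp in the lowest quintile to 495 bp in the highest, and a wider peak has more room to be overlapped. When peak centres within 200 bp replaced the 1 bp overlap, the probabilities were 0.688, 0.638 and 0.638 for FOXA1rraa, FOXA1nhaa and FOXA1dbd, and the value for HNF4A reversed to 0.489. Without the rows that are FOXA1 rows the probability for FOXA1rraa was 0.732.

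**Figure D2:**
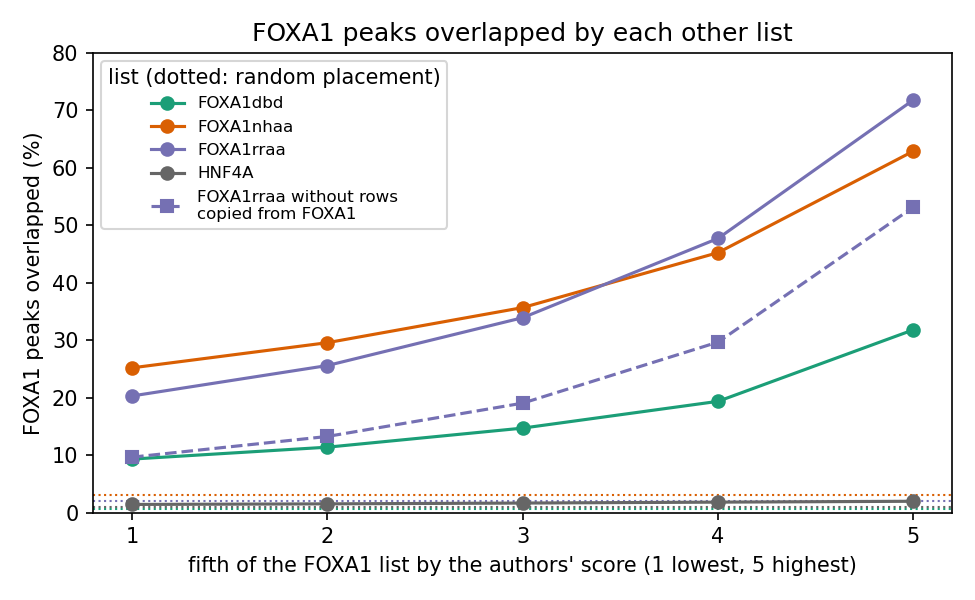
The percentage of FOXA1 peaks overlapped by at least 1 bp (vertical axis) is plotted for the 5 score quintiles of the FOXA1 list (horizontal axis), with a line for each other list, a dashed line for FOXA1rraa without the rows that are also rows of the FOXA1 list, and dotted lines for the mean of 100 random placements of all FOXA1 peaks. The FOXA1rraa line rises from 20.3% to 71.8% and crosses the FOXA1nhaa line, which rises from 25.2% to 62.9%, the dashed line, which by construction cannot lie above the FOXA1nhaa line, rises from 9.65% to 53.2%, and the HNF4A line stays between 1.42% and 1.97%.

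The sequence at peak centres was examined for the forkhead core TRTTTAC (R is A or G) and the HNF4 core CAAAGTCCA, on either strand without mismatch. A forkhead core lay in the central 200 bp of 18.2% (18.0 to 18.4) of FOXA1 peaks, compared with a mean of 7.40% over 10 random placements. The shares were 22.1% (21.6 to 22.6) for FOXA1dbd, 20.04% (19.75 to 20.34) for FOXA1rraa and 13.6% (13.4 to 13.8) for FOXA1nhaa, with random means between 7.38% and 7.44%. The FOXA1rraa list holds 41253 rows of the FOXA1nhaa list and 23216 of the FOXA1 list. Its share is therefore no separate measurement and partly reflects which of those rows it holds. The share for HNF4A peaks, 3.25% (3.08 to 3.44), was below its random mean of 7.04%. Searching the central 100 bp lowered every share, to 10.1% for FOXA1, 13.4% for FOXA1dbd, 11.1% for FOXA1rraa and 7.15% for FOXA1nhaa. The reversed core CATTTRT, which has the same base composition, was 1.58 times as frequent in FOXA1 peaks as at random, while the forkhead core was 2.46 times as frequent. For FOXA1nhaa these ratios were 1.34 and 1.84, for FOXA1rraa 1.499 and 2.71, and for FOXA1dbd 1.44 and 2.97. With the 28831 highest-scoring peaks of each list, the forkhead shares were 19.5% for FOXA1, 22.1% for FOXA1dbd, 20.5% for FOXA1rraa and 14.9% for FOXA1nhaa, in the same order. This setting kept the whole FOXA1dbd list, so its share could not move. The HNF4 core lay in 0.992% (0.898 to 1.10) of HNF4A peaks, 4.03 times its random mean of 0.247%, and in 0.261% (0.237 to 0.287) of FOXA1 peaks, within the range of their random placements (0.223% to 0.281%).

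**Figure D3:**
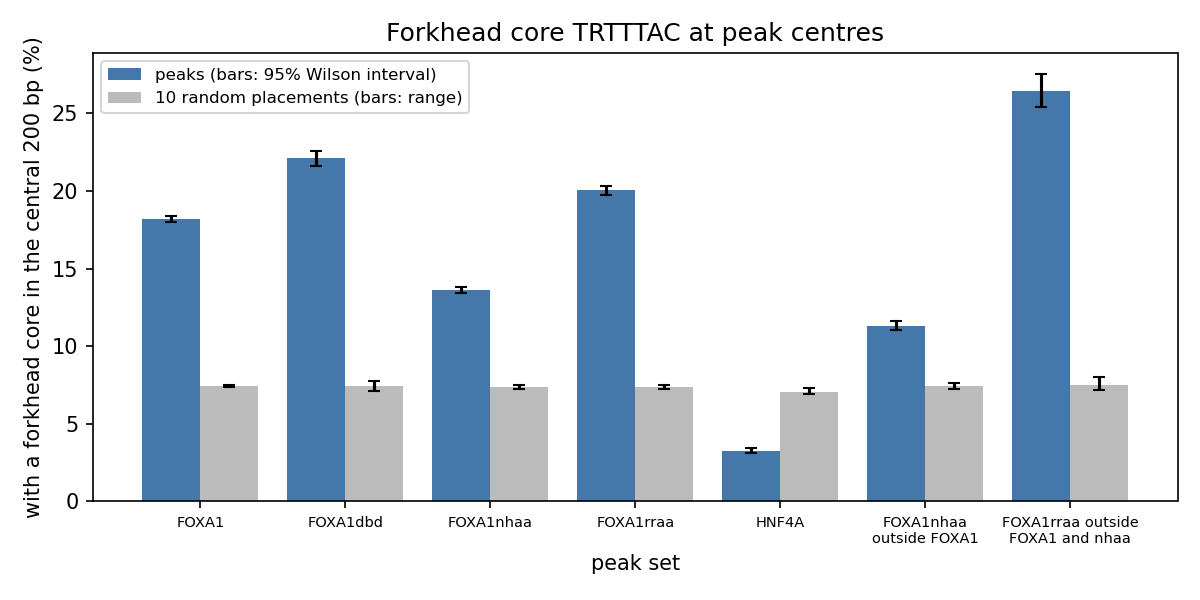
Blue bars give the percentage of peaks with a forkhead core in the central 200 bp (vertical axis) for the 5 lists and for 2 parts of lists, with 95% Wilson intervals, and grey bars give the mean and range of 10 random placements of the same peaks. The share is 13.6% in the FOXA1nhaa list and 11.3% in its part outside FOXA1 peaks, and 26.5% in the FOXA1rraa peaks outside both other lists, compared with random means near 7%.

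The position of peak centres relative to genes differed between HNF4A and the FOXA1 constructs. Centres of 38.4% (37.9 to 38.9) of HNF4A peaks lay within 1000 bp of an annotated transcription start, 4.55 times the random mean of 8.45%. The share was 8.87% (8.73 to 9.01) for FOXA1, 9.27% (8.94 to 9.61) for FOXA1dbd, 8.56% (8.40 to 8.73) for FOXA1nhaa and 8.65% (8.44 to 8.85) for FOXA1rraa, each between 1.18 and 1.25 times its random mean. Introns held 64.6% of FOXA1 peak centres, compared with 53.1% at random, and 21.4% lay between genes, compared with 36.3% at random. Within 2500 bp of a transcription start the shares were 49.1% for HNF4A and 19.9% for FOXA1.

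The highest-scoring FOXA1 peak, with a score of 1518, lay between genes on chromosome 3 at positions 46948550 to 46949919 (hg19), 5146 bp from the nearest transcription start, that of PTH1R. All 3 variants overlapped it and HNF4A did not. In the down-sampled list the highest score, 1177, belonged to a peak in an intron of KANSL1 on chromosome 17 (44252967 to 44253748). The highest-scoring FOXA1dbd peak, with a score of 696, lay in an intron of STK3 on chromosome 8 (99584174 to 99584830). Its row carried the prefix WT_FOX, as did 322 rows of that list. Their median score was 199.5, against 64 for the rows named IP1. The score may therefore come from another peak call than most of the list. The FOXA1nhaa and FOXA1rraa lists had the same highest row, in an intron of EDARADD on chromosome 1 (236656596 to 236657194), with a score of 1409 and a fold enrichment of 31.3. The highest HNF4A peak, with a score of 2077 and a fold enrichment of 42.9, had its centre in a coding exon of NDUFAB1 on chromosome 16 (23607134 to 23607783), 87 bp from its transcription start, and overlapped no FOXA1 peak.

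The highest-scoring FOXA1 row that none of the variants overlapped, with a score of 1027, lay in an intron of TBC1D4 on chromosome 13 (76041908 to 76042062). It was 155 bp wide and shared its peak name and score with a second row of 625 bp (76041095 to 76041719) that all 3 variants overlapped, so the site itself was not missing from the variant lists. The highest-scoring peaks of the variants outside the FOXA1 list lay in introns. They were in CDK14 on chromosome 7 (90727856 to 90728143, score 231) for FOXA1dbd, in MYO16 on chromosome 13 (109406228 to 109406889, score 869) for FOXA1nhaa and in SLC22A23 on chromosome 6 (3426041 to 3426473, score 464) for FOXA1rraa. The last of these rows was also a row of the FOXA1nhaa list. None of the peaks named here by the rule set in advance had a forkhead or an HNF4 core in its central 200 bp, a property noticed after the values were seen.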

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

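Random draws of equal size, rows joined by peak name, midpoints, reversed cores, centres within 200 bp for the score comparison and the FOXA1rraa list without the rows that are FOXA1 rows were chosen after the data were seen, and the other alternatives were planned. No paired analysis was possible because each construct has 1 list and the lists carry no replicate number. For the same reason no replicate could be left out. Of the values that answer a comparison, 53 stayed within their counting error (or within 1.5 times for a count of peaks), 124 moved beyond it and 1 reversed. Of the HNF4 core shares of the down-sampled FOXA1 list and the 3 variants, 7 stayed and 10 moved. Some values that stayed could not move, because the setting left a list or its peak centres unchanged. With so many peaks the counting error is small, so a move beyond it can be slight.

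Keeping the top 50% of each list by score left, by construction, 77826 peaks for FOXA1, 19145 for the down-sampled FOXA1 list, 14415 for FOXA1dbd, 52795 for FOXA1nhaa, 35601 for FOXA1rraa and 19145 for HNF4A. Merged peaks and chromosomes 1 to 22 kept every count of peaks within 1.5 times. The overlap of the full with the down-sampled FOXA1 list stayed within counting error under both other overlap rules.

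The share of FOXA1 peaks overlapped, under centres within 200 bp, was 16.0% for FOXA1dbd, 32.4% for FOXA1nhaa, 34.5% for FOXA1rraa and 1.10% for HNF4A. In the top 50% of each list it was 12.5% for FOXA1dbd, 30.5% for FOXA1nhaa, 36.6% for FOXA1rraa and 0.971% for HNF4A. With the 28831 highest-scoring peaks of each list it was 32.4% for FOXA1dbd, 27.9% for FOXA1nhaa, 42.9% for FOXA1rraa and 1.54% for HNF4A. With as many peaks drawn at random it was 17.2% for FOXA1dbd, 11.1% for FOXA1nhaa, 16.2% for FOXA1rraa and 1.27% for HNF4A. Fewer peaks in an overlapping list lower an overlap by construction. At this size the FOXA1dbd list stayed whole, so its share was not lowered in this way. An overlap of 50% of the shorter peak gave 17.3% for FOXA1dbd, 37.5% for FOXA1nhaa, 38.8% for FOXA1rraa and 1.09% for HNF4A. Rows joined by peak name gave 17.9% for FOXA1dbd, 40.3% for FOXA1nhaa, 40.4% for FOXA1rraa and 1.74% for HNF4A, and chromosomes 1 to 22 gave 17.5% for FOXA1dbd, 40.1% for FOXA1nhaa, 40.1% for FOXA1rraa and 1.70% for HNF4A. With the down-sampled FOXA1 list all 4 shares stayed within counting error. HNF4A had the lowest share in each of these settings, while the order of the 3 variants differed between them.

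The share of each list overlapped by FOXA1, under centres within 200 bp, was 87.4% for FOXA1dbd, 47.6% for FOXA1nhaa, 75.3% for FOXA1rraa and 4.47% for HNF4A. In the top 50% of each list it was 68.4% for FOXA1dbd, 44.5% for FOXA1nhaa, 79.2% for FOXA1rraa and 3.92% for HNF4A. With the 28831 highest-scoring peaks it was 33.8% for FOXA1dbd, 27.7% for FOXA1nhaa, 42.6% for FOXA1rraa and 1.53% for HNF4A. With random draws of that size it was 17.7% for FOXA1dbd, 11.2% for FOXA1nhaa, 16.3% for FOXA1rraa and 1.27% for HNF4A. Against the down-sampled FOXA1 list it was 23.6% for FOXA1dbd, 14.7% for FOXA1nhaa, 21.8% for FOXA1rraa and 1.71% for HNF4A. An overlap of 50% of the shorter peak gave 96.2% for FOXA1dbd, 55.1% for FOXA1nhaa, 84.7% for FOXA1rraa and 4.41% for HNF4A. On chromosomes 1 to 22 all 4 shares stayed within counting error. Against peaks moved by 100 kb to 1 Mb, the ratio to random placement was 20.9 for FOXA1dbd, 10.1 for FOXA1nhaa, 14.6 for FOXA1rraa and 1.69 for HNF4A for the share of FOXA1 peaks, and 21.5 for FOXA1dbd, 10.2 for FOXA1nhaa, 14.8 for FOXA1rraa and 1.69 for HNF4A for the share of each list. All 8 ratios were lower than with uniform placement and above 1.

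Between the 4 other lists, an overlap of 50% of the shorter peak gave 52.2% (by FOXA1nhaa), 59.5% (by FOXA1rraa) and 3.09% (by HNF4A) of FOXA1dbd peaks; 14.0% (by FOXA1dbd), 39.1% (by FOXA1rraa) and 1.26% (by HNF4A) of FOXA1nhaa peaks. The others were 23.6% (by FOXA1dbd), 57.9% (by FOXA1nhaa) and 1.39% (by HNF4A) of FOXA1rraa peaks; 2.29% (by FOXA1dbd), 3.48% (by FOXA1nhaa) and 2.59% (by FOXA1rraa) of HNF4A peaks. With the 28831 highest-scoring peaks, the shares were 22.6% (by FOXA1nhaa), 31.1% (by FOXA1rraa) and 3.45% (by HNF4A) of FOXA1dbd peaks; 21.8% (by FOXA1dbd), 51.1% (by FOXA1rraa) and 1.65% (by HNF4A) of FOXA1nhaa peaks. The others were 30.1% (by FOXA1dbd), 51.1% (by FOXA1nhaa) and 1.66% (by HNF4A) of FOXA1rraa peaks; 3.36% (by FOXA1dbd), 1.67% (by FOXA1nhaa) and 1.67% (by FOXA1rraa) of HNF4A peaks. Without the 23216 FOXA1rraa rows that are rows of the FOXA1 list, 24.96% of FOXA1 peaks, 44.4% of FOXA1dbd peaks and 2.82% of HNF4A peaks were overlapped by FOXA1rraa, while the share of FOXA1nhaa peaks stayed the same. Of the remaining FOXA1rraa peaks 80.4% were overlapped by FOXA1, 26.1% by FOXA1dbd, 85.97% by FOXA1nhaa and 2.24% by HNF4A. Under this setting the probability of a higher score was 0.732 for FOXA1rraa and the share of its peaks with a forkhead core 18.9%. The overlaps with FOXA1 fell by construction. The cause of the changes that list size does not account for was not tested.

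The probability that an overlapped FOXA1 peak has the higher score was 0.638 for FOXA1dbd, 0.638 for FOXA1nhaa, 0.688 for FOXA1rraa and 0.489 for HNF4A with centres within 200 bp. The HNF4A value thereby reversed, from above to below 0.5, and no order of FOXA1 peaks by score can be read from HNF4A overlap. Wider peaks, which score higher, have more room to be overlapped by 1 bp, but the cause was not tested further. With the down-sampled list the probability was 0.653 for FOXA1dbd, 0.660 for FOXA1nhaa, 0.718 for FOXA1rraa and 0.552 for HNF4A, and with peak width in place of the score 0.657 for FOXA1dbd, 0.692 for FOXA1nhaa, 0.736 for FOXA1rraa and 0.553 for HNF4A. It stayed above 0.5 for the 3 variants in all 3 settings. The down-sampled list holds rows of the full list with the same scores, and wider peaks are overlapped by 1 bp more easily. Only the setting with centres within 200 bp was therefore a separate check.

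In the central 100 bp, which holds less sequence, the share of peaks with a forkhead core was 10.1% for FOXA1, 10.00% for the down-sampled FOXA1 list, 13.4% for FOXA1dbd, 7.15% for FOXA1nhaa, 11.1% for FOXA1rraa and 1.45% for HNF4A, and an HNF4 core lay in 0.130% of FOXA1 and 0.609% of HNF4A peaks. For the reversed forkhead core in the central 200 bp the share was 19.8% for FOXA1, 20.05% for the down-sampled FOXA1 list, 18.1% for FOXA1dbd, 16.8% for FOXA1nhaa, 18.8% for FOXA1rraa and 4.56% for HNF4A, and the reversed HNF4 core lay in 0.130% of FOXA1 and 0.128% of HNF4A peaks. With the 28831 highest-scoring peaks the forkhead shares were 19.5% for FOXA1, 18.3% for the down-sampled FOXA1 list, 22.1% for FOXA1dbd, 14.9% for FOXA1nhaa, 20.5% for FOXA1rraa and 3.24% for HNF4A. Midpoints in place of summits gave 20.4% for FOXA1rraa and left the forkhead shares of FOXA1dbd, FOXA1nhaa and HNF4A within counting error. Both FOXA1 lists already used midpoints, so their shares could not move. The share of centres within 2500 bp of a transcription start was 19.9% for FOXA1, 20.2% for the down-sampled FOXA1 list, 20.3% for FOXA1dbd, 19.2% for FOXA1nhaa, 19.7% for FOXA1rraa and 49.1% for HNF4A. With equal numbers of highest-scoring peaks, the shares within 1000 bp stayed within counting error for every list that this setting shortened. The FOXA1dbd list holds 28831 peaks and was left whole, so neither this share nor its forkhead share could move. The read depth behind the lists is unknown, so whether deeper or shallower libraries account for the different numbers of peaks cannot be tested here. Numbers missing from the peak names also leave open that called peaks were removed unequally.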

Other observations

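The tests of how the lists were put together, of a single copy of chromosome X and of weak FOXA1rraa peaks were chosen after the results were seen, as were the separate placements near and far from transcription starts for FOXA1dbd and the placements limited to positions far from starts. The reversed core was chosen after the data were seen, though before its own result. With 1 list per construct, a difference between the proteins themselves stays open and untested in every pattern here.

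The names and coordinates of the peaks show traces of operations on intervals. Of the 23216 FOXA1rraa rows with the FOXA1 name prefix, 0 overlapped a FOXA1nhaa peak, while 39.7% of all FOXA1 peaks did. The FOXA1rraa list may therefore have been put together from classes of shared and unshared peaks of several calls. Of the FOXA1dbd peaks that overlapped FOXA1, 99.6% lay wholly inside a FOXA1 peak, against 23.8% for FOXA1nhaa, as trimming to the edges of FOXA1 peaks would give. FOXA1dbd peaks were also narrower (median 217 bp against 357 bp), but of those that overlapped FOXA1nhaa, whose peaks are wider than the FOXA1 peaks (median 300 bp), 57.2% lay wholly inside. Narrow width therefore cannot be the whole cause of the 99.6%. In the FOXA1dbd list 8.95% of rows had a summit beyond their own end, against 0 in the FOXA1nhaa list, which is also the list without repeated peak names. Rows left as pieces of called peaks are a candidate explanation. If so, the 96.2% of FOXA1dbd peaks that overlapped FOXA1 may partly reflect how the list was made.

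The down-sampled FOXA1 list had 0 rows with other coordinates, names or scores than the full list, which argues against peaks called again on fewer reads. Of its peaks, 19.9% (19.5 to 20.3) were in the highest score quintile of the full list, as a random draw of peaks would give. Its 38291 rows equal those of the HNF4A list in number, so it may have been drawn to that size.

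Of the 43957 FOXA1nhaa peaks outside the FOXA1 list, 11.3% had a forkhead core in the central 200 bp, above the highest of 10 random placements (7.61%). The forkhead core was 1.52 times as frequent as at random, and the reversed core of the same composition 1.23 times. These values argue against spurious calls at random positions or base composition as the whole cause. A part of the peaks being spurious stays open, since the share was below the 15.3% of FOXA1nhaa peaks that FOXA1 overlapped. Different read depth behind the 2 lists also stays open.

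The 6733 FOXA1rraa peaks outside both FOXA1 and FOXA1nhaa had a forkhead core in 26.5% (25.4 to 27.5). This was above the 18.2% of FOXA1 peaks and above the highest random placement (8.04%), so spurious calls at random positions cannot be the whole cause. They carry the name prefix Nonspecific_FOX, whose meaning the labels do not give. Their scores were low, with a median of 62. In the lowest score quintile of the FOXA1 list 17.4% of peaks had the core, which argues against weak peaks having it more often. The numbers in their peak names reached 83425, with 8.07% of the numbers present, and 0 rows with this prefix overlapped a FOXA1 or FOXA1nhaa peak. They therefore look like a selected part of a larger call, for which the 26.5% need not hold. What such a selection did to the share was not tested.

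The share of FOXA1 peaks with a forkhead core was higher by 2.01 percentage points in the highest than in the lowest score quintile (19.4% against 17.4%). The score may follow sequence-specific binding, but the difference is small and the core used is short.

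HNF4A and FOXA1 overlapped more than at random. Against peaks moved by 100 kb to 1 Mb, the overlap of FOXA1 peaks within 1000 bp of a transcription start was 2.72 times as high. For those farther away it was 1.58 times as high. Peaks near starts were not held near starts when moved, and HNF4A peaks were 4.55 times as frequent there as at random. These ratios therefore cannot rank the excess near and far from starts, and promoters may account for a part of it. Promoters cannot be the whole cause. Where both peaks were farther than 1000 bp from a start, 1.51% (1.45 to 1.58) of FOXA1 peaks were overlapped, above the highest of 100 placements (0.663%) and 2.50 times their mean. This ratio is not comparable with the others, since near peaks left the HNF4A list. With moved peaks also held far from starts, the ratio was 2.35. Open chromatin shared by the factors is a possible explanation that was not tested.

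HNF4A overlapped FOXA1dbd peaks (4.35%) more than FOXA1 peaks (1.68%). Of the 2609 FOXA1 peaks that HNF4A overlapped, 1294 (49.6%, 47.7 to 51.5) were also overlapped by FOXA1dbd, compared with 17.3% of all FOXA1 peaks. Where both peaks were farther than 1000 bp from a transcription start, the overlap (1075 FOXA1dbd peaks) was 8.04 times that of moved peaks, and 7.58 times with moved peaks also held far from starts, so promoters cannot be the whole cause. With all HNF4A peaks the ratio was 6.94 for FOXA1dbd peaks near a start and 4.96 for those farther away. Peaks near a start were again not held there when moved, so these ratios cannot be ranked. A part played by promoters stays open. Of the 1255 shared peaks, 13.2% (11.5 to 15.2) had a forkhead core, above the highest random placement (8.76%) and below the 22.1% of all FOXA1dbd peaks. Random placements cover the whole genome, and the core share of regions pulled down whatever the protein is unknown. Such regions could therefore make up a part or all of the shared peaks. The 28831 highest-scoring FOXA1 peaks were overlapped by HNF4A in 1.93% (1.78 to 2.09), which argues against a short list of strong peaks as the cause.

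Peaks were scarce on chromosome X in all 6 lists. The number of peaks per Mb on X was 0.258 of that on the autosomes for FOXA1, 0.0687 for FOXA1dbd, 0.130 for FOXA1nhaa, 0.180 for FOXA1rraa and 0.194 for HNF4A, and in each list it was below that of every autosome. Random windows on X had a forkhead core in 7.48%, compared with 7.36% on the autosomes, which argues against fewer cores. Of the highest FOXA1 score quintile 0.247% of peaks lay on X, and of the lowest 2.32%. The highest quintile was also below the lowest for FOXA1nhaa (0.232% against 0.848%), FOXA1rraa (0.372% against 1.54%) and HNF4A (0.679% against 1.48%). For FOXA1dbd the shares were 0.208% and 0.416%, from 12 and 24 peaks. The fall was not steady for FOXA1dbd and FOXA1nhaa, whose second-lowest quintiles had 0.555% and 1.44%. Lower signal from a single copy of X in the cells may contribute, but whether it accounts for the size of the shortage was not tested.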
